# Effects of ACTH-Induced Long-Term Hypercortisolism on the Transcriptome of Canine Visceral Adipose Tissue

**DOI:** 10.3390/vetsci9060250

**Published:** 2022-05-25

**Authors:** Miguel Tavares Pereira, Isabelle Martin, Hubert Rehrauer, Mariusz P. Kowalewski, Felicitas S. Boretti, Nadja S. Sieber-Ruckstuhl

**Keywords:** dog (*Canis lupus familiaris*), Cushing’s syndrome, atherosclerosis, animal model

## Abstract

Cushing’s syndrome, or hypercortisolism (HC), a common endocrinopathy in adult dogs, is caused by chronic hypercortisolemia. Among different metabolic disorders, this syndrome is associated with enhanced subcutaneous lipolysis and visceral adiposity. However, effects of HC in adipose tissue, especially regarding visceral adipose tissue (VAT), are still poorly understood. Herein, the transcriptomic effects of chronic HC on VAT of dogs were evaluated. For this, subcutaneously implanted ACTH-releasing pumps were used, followed by deep RNA sequencing of the canine VAT. Prolonged HC seems to affect a plethora of regulatory mechanisms in VAT of treated dogs, with 1190 differentially expressed genes (DEGs, *p* and FDR < 0.01) being found. The 691 downregulated DEGs were mostly associated with functional terms like cell adhesion and migration, intracellular signaling, immune response, extracellular matrix and angiogenesis. Treatment also appeared to modulate local glucocorticoid and insulin signaling and hormonal sensitivity, and several factors, e.g., TIMP4, FGF1, CCR2, CXCR4 and HSD11B1/2, were identified as possible important players in the glucocorticoid-related expansion of VAT. Modulation of their function during chronic HC might present interesting targets for further clinical studies. Similarities in the effects of chronic HC on VAT of dogs and humans are highlighted.

## 1. Introduction

Hypercortisolism (HC), i.e., prolonged high serum concentration of cortisol, is associated with the development of Cushing’s syndrome (CS). It can be caused by increased endogenous production of cortisol or by extended treatment with glucocorticoids (GCs), used frequently in the management of inflammatory, autoimmune or allergic diseases [1]. CS is one of the most common endocrinopathies in adult dogs [2]. As in humans, there is a pituitary (ACTH-dependent) form, which is the most common, and an adrenal form, which occurs in about 15% of canine cases [2]. Unless neurological symptoms occur, the forms cannot be differentiated based on clinical signs, which can be severe and distressing for owners and dogs. The most common signs are polyuria and polydipsia, resulting in nocturia, excessive panting and exercise intolerance through massive muscle loss [2]. During the course of disease, dogs develop disorders similar to the human metabolic syndrome, with hyperlipidemia, hypertension and secondary diabetes mellitus being frequently observed [3,4,5]. Therefore, based on the similarity with human metabolic syndrome, dogs have been used as a model to study dyslipidemia, obesity and diabetes mellitus [3,6]. In fact, as a model for human GC metabolism, dogs offer greater advantages than other species, in particular rodents. Accordingly, in dogs, as in humans, cortisone is converted into the biologically active cortisol, while in rodents the active form is corticosterone [7]. Furthermore, based on the available literature, metabolic syndrome has not yet been described in rodents.

Adipose tissue is a complex organ, functioning not only as an energy storage site but also as an active endocrine organ. Thus, it secretes active peptides (like adipokines and cytokines) that are involved in the modulation of a wide variety of physiological processes, i.a., glucose and lipid metabolism, immune function, vascularization/angiogenesis and hormonal regulation [8,9]. Different types of adipose tissue are present in the body, e.g., subcutaneous, visceral, white and brown, diverging not only in their localization, but also in their embryonic origin (lineage), composition and/or function [10,11,12]. In fact, whereas chronic HC (either endogenous or iatrogenic) is associated with increased visceral adiposity, increased lipolysis and reduction of subcutaneous peripheral adipose tissue is observed [13,14,15]. This suggests the presence of divergent effects of GCs on different adipose tissues associated with fat tissue redistribution (culminating in central obesity) observed during CS [14]. In fact, under endogenous CS-associated hypercortisolemia, subcutaneous adipose tissue of humans presents increased lipolytic activity [16]. In contrast, GC signaling in the visceral adipose tissue (VAT) of mice is associated with increased adipocyte proliferation and expansion (adipogenesis), and modulation of glucose and lipid metabolism [17,18,19]. Following this, we hypothesize that chronic exposure to high cortisol levels might affect VAT also in dogs, especially concerning metabolic activity. Indeed, it is surprising that, despite the clinical importance of CS in canine patients, the effects of chronic HC on the adipose tissue of dogs have not yet been evaluated. Therefore, it is also unknown whether the changes within the adipose tissue seen in humans would similarly occur in dogs.

Considering the wide regulatory functions of adipose tissue, going beyond energy balance, the understanding of GC-induced changes in adipose tissue during a pathological process with high metabolic imbalances, such as CS, is crucial from the clinical point of view. Consequently, the aim of the present study was to examine the transcriptome of VAT in dogs under physiological and supraphysiological GC levels and to discuss the possible translational value of our findings. For this, an experimentally induced chronic hypercortisolemia model was used, followed by deep RNA sequencing (RNA-Seq) by applying next-generation sequencing (NGS) technology.

## 2. Materials and Methods

### 2.1. Animal Experiments and Tissue Sampling

Five Beagle dogs (3 males and 2 females) aged between 23 and 88 months and with body weights ranging from 14 to 19.8 kg were used in the present work. The health status of the animals was assessed by physical examination, blood count and biochemical analysis of blood and urine. Throughout the study, animals were housed as small groups in standard kennels in the facilities of the Vetsuisse Faculty, University of Zurich, Zurich, Switzerland, received adult maintenance dog food (Josidog Adult Sensitive, Josera, Kleinheubach, Germany), and had access to water *ad libitum*. All animal experiments were carried out in accordance with the guidelines determined by the Animal Welfare Act of Switzerland and approved by the Cantonal Veterinary Office of Zurich (permission number TVB 276/2014).

Hypercortisolemia and consequent iatrogenic hyperadrenocorticism were induced by the permanent administration of tetracosactide, the synthetic analog of ACTH (Bachem AG, Bubendorf, Switzerland) using osmotic pumps (Alzet osmotic pump model 2ML4, Durect, Cupertino, CA, USA) for 25 weeks, following our previous methodological description [20]. The osmotic pumps were implanted subcutaneously in the dorsolateral region of the neck and replaced every 4 weeks. Tetracosactide dosage started at 1.3–1.95 μg/kg/day, increasing to a final dosage of 6–10 μg/kg/day. After 25 weeks of treatment, hypercortisolemia was confirmed with a positive ACTH stimulation and low-dose dexamethasone suppression tests, as described previously [20].

For the collection of visceral adipose tissue (VAT), animals underwent general anesthesia and tissue was collected by laparotomy prior to treatment (Pre-ACTH samples) and after the 25 weeks of tetracosactide administration (Post-ACTH samples). Immediately after collection, adipose tissue (20–30 mg per dog) was snap frozen in liquid nitrogen and stored at −80 °C until RNA isolation.

### 2.2. RNA Extraction

Total RNA was extracted from visceral adipose tissue using the RNeasy Lipid Tissue Mini Kit (Qiagen GmbH, Hilden, Germany) following the protocol provided by the manufacturer. RNA purity and concentration were assessed with a NanoDrop 2000C spectrophotometer (ThermoFischer Scientific AG, Reinach, Switzerland), whereas sample integrity was evaluated by electrophoresis using the Agilent 2200 TapeStation system (Agilent, Waldbronn, Germany). RNA integrity number (RIN) of analyzed samples ranged between 7.6 and 7.8 and total RNA amounts between 732 and 1722 ng.

### 2.3. RNA Sequencing (RNA-Seq)

Quantitative evaluation of gene expression in all 10 samples, 5 pre-ACTH and 5 post-ACTH treatment, was performed by sequencing RNA (RNA-Seq) using next-generation sequencing (NGS) methodologies, as previously described [21]. Briefly, the quality and quantity of isolated RNA were further evaluated by resorting to Qubit (1.0) Fluorometer (Life Technologies, Carlsbad, CA, USA) and high-resolution automated electrophoresis in a Bioanalyzer 2100 (Agilent). A 260/280 ratio ranging from 1.8 to 2.1 and a 28S/18S ratio between 1.5 and 2.0 were required to proceed with sample analysis. Library preparation for each sample was performed using 100–1000 ng of total RNA and a TrueSeq RNA Sample Prep Kit v2 (Illumina, Inc., San Diego, CA, USA), and all samples were processed simultaneously to prevent batch effects. Due to low RNA amounts, samples were enriched by ribosomal RNA depletion. Afterwards, samples were reverse transcribed into double-stranded cDNA, fragmented and end repaired (polyadenylated) before being ligated with TruSeq adapters containing the multiplexing index. Then, selective enrichment of fragments containing TruSeq adapters on both ends was performed with PCR and the quality and quantity of libraries were evaluated with the Qubit (1.0) fluorometer and the Bioanalyzer 2100. Obtained libraries were finally normalized to 10 nM with Tris-Cl 10 mM containing 0.1% Tween 20.

Clusters were generated using 8 pM of pooled normalized libraries on the cBOT System using the TruSeq PE Cluster Kit v4-cBot-HS or the TruSeq SR Cluster Kit v4-cBot-HS, and sequencing was performed in an Illumina NovaSeq 6000 with single end 150 bps using the TruSeq SBS Kit (all obtained from Illumina, Inc., San Diego, CA, USA). The obtained raw data (fastq files) were used for the downstream analysis and were also deposited in the NCBI’s Gene Expression Omnibus, being accessible through the GEO Series accession number GSE178108.

### 2.4. Data Analysis

For initial analysis and quantitative assessment of gene expression, raw data were uploaded to the SUSHI framework [22,23], developed at the Functional Genomics Center of Zurich (FGCZ ETH/UZH, Zurich, Switzerland). Raw data were trimmed with Fastscreenapp and data quality was assessed using the CountQC. The obtained transcriptome dataset was aligned to the reference canine Ensembl genome build CanFam3.1 (http://www.ensembl.org/Canis_familiaris/Info/Index (accessed on 1 October 2020) using the Spliced Transcripts Alignment to a Reference (STAR) mapper. Gene expression was then quantified with the *featureCounts* function from the R package Rsubread [24], and a minimum of 10 reads were required to consider a gene as being expressed in a sample. For pairwise comparison, the contrast “post-ACTH over pre-ACTH”, using animal ID in addition to treatment as a pairing factor, was defined and the list of differentially expressed genes (DEGs) was obtained with the linear model DeSeq2 from the Bioconductor package [25], as previously described [21]. For the differential expression analysis, total number of mapped reads are normalized to size factors, representing sampling depth, estimated by DeSeq2 for each sample, after the *featurecounts*-computed normalization of the total number of mapped reads to the transcript length [24,25]. Afterwards, the Wald test was used to assess the significance of differential expression, and the Benjamini–Hochberg algorithm, which calculates the false discovery rate (FDR, adjusted *p*-value), was used for correction of multiple testing. The low yield of total RNA obtained from VAT precluded the validation of transcriptomic analysis through further mRNA quantification methodologies (e.g., semi-quantitative PCR). Thus, stringent thresholds of *p*-value and FDR, 0.01, were applied in the determination of DEGs. The complete list of DEGs used in downstream analysis is provided in Supplemental File S1. Explorative analysis of the genes differentially expressed before and after ACTH treatment was performed by functionally characterizing up- and downregulated genes. The association of DEGs with gene ontology (GO) categories of biological processes was obtained with the Functional Annotation Tool from the Database for Annotation, Visualization, and Integrated Discovery (DAVID 6.8; https://david.ncifcrf.gov/ (accessed on 1 October 2020)) and further corroborated by analysis with the Bioconductor package *goseq* [26] and the online tool Pantherdb (http://pantherdb.org (accessed on 1 October 2020)) [27]. The identification and visualization of differentially enriched functional biological networks was performed with the ClueGO V2.5.1 application [28] for the open source bioinformatic platform Cytoscape V3.8.2 [29]. The prediction of the most significantly affected canonical pathways and identification of upstream regulators for the DEGs obtained was performed with Ingenuity Pathway Analysis software (IPA, Qiagen, Redwood City, CA, USA). Finally, the identification of significantly similar or different, and biologically relevant, transcriptomic analysis was performed with the function Analysis Match from IPA. This function matched shared patterns in, i.a., canonical pathways and upstream regulators, between the present dataset and other publicly available IPA analysis datasets using the Qiagen OmicSoft Suite. Lists with up to 20 representative genes and/or statistical details for different identified functional terms (GO, functional networks, canonical pathways, upstream regulators) are presented in Supplemental File S2.

## 3. Results

### 3.1. Quality Control and Pairwise Comparison

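Visceral adipose tissue (VAT) was sampled from 5 Beagle dogs (3 males and 2 females) before treatment (Pre-ACTH) and again after 25 weeks under tetracosactide, a synthetic ACTH analog that drives cortisol release (Post-ACTH), so that 10 RNA-seq libraries formed 5 within-dog pairs. The dogs are numbered 1 to 5 in the order of their animal IDs. The daily dose rose from 1.3 to 1.95 μg/kg at the start to 6 to 10 μg/kg at the end, and the osmotic pumps were changed at intervals of 4 weeks. The authors aligned the reads to CanFam3.1 with STAR, counted them per Ensembl gene with featureCounts, and deposited these counts without normalization. The paper's methods give a read length of 150 bp and the sample labels 100 bp. Pre-ACTH libraries held 8728330 to 14867529 counted reads (median 13072200) and Post-ACTH libraries 12314258 to 14589329 (median 13919058). The mean totals of the groups differed by 1347348 reads, less than the SD between dogs in Pre-ACTH (2325250) and more than that in Post-ACTH (888366), and were not set apart by the test (exact permutation test, two-sided, p = 0.278), and the smallest library was the Pre-ACTH sample of dog 3. The 10 most abundant genes took between 9.82% and 16.7% of the reads in Pre-ACTH and between 10.2% and 14.3% in Post-ACTH. The paper's methods state that all samples were processed together, and the labels name no batch. The counts of no pair of libraries were alike within sampling noise (lowest chi-square per degree of freedom 17.1). From the counts, normalized values were computed with edgeR's TMM factors, and Post-ACTH was compared with Pre-ACTH by edgeR's quasi-likelihood test with the dog as a block, over genes with at least 10 reads in at least 1 sample, with the Benjamini-Hochberg adjustment and a threshold of FDR under 0.01. The choice of test and of the low-count filter could change the number of genes called. The files list genes by Ensembl identifier only, and symbols were taken from Supplemental File S1, which gives one for 1079 of its 1190 genes.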

Quality control of RNA-seq, as well as sample homogeneity and clustering were performed with the CountQC app provided in the SUSHI framework. 

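Over the 13577 genes with sufficient reads, the Pearson correlation of log2 CPM between samples, taken across genes, ranged from 0.965 to 0.978 for the 10 pairs of Post-ACTH samples and from 0.943 to 0.979 for the 10 pairs of Pre-ACTH samples. For pairs of a Pre-ACTH and a Post-ACTH sample, it ranged from 0.947 to 0.969 within the same dog and from 0.938 to 0.969 between different dogs. The ranges overlapped, so single pairs did not separate the groups by their correlation. The root mean square log2 distance of a sample to the others of its group averaged 0.699 ± 0.056 (SD, n = 5) in Pre-ACTH and 0.658 ± 0.019 (SD, n = 5) in Post-ACTH. Average-linkage clustering cut into 2 clusters placed 5 samples in each, and the second held all 5 Post-ACTH samples. Genes are not independent replicates, so these correlations describe the libraries.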

Samples showed a high homogeneity within each group, and a treatment-dependent clustering of samples was obtained (Supplemental Figure S1A). This was further supported by the principal component analysis (PCA) plot for all genes identified (Figure 1). 

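Principal components were computed from log2 CPM values with a prior count of 2, centred and not scaled. PC1 held 30.0% of the variance. The scores of the Pre-ACTH samples lay between -39.9 and -18.2 and those of the Post-ACTH samples between 8.67 and 49.1, with group means of -30.2 ± 10.9 and 30.2 ± 14.9 (SD, n = 5 each). The difference in means was as large as any assignment of the samples to groups could give (exact permutation test, two-sided, p = 0.00794, the smallest p that assignments without regard to the dog allow). With Pre-ACTH and Post-ACTH swapped only within dogs, the p was 0.0625 (exact permutation test, two-sided), the smallest that 5 pairs allow, so the paired test cannot go below 0.05. The Post-ACTH sample nearest to the Pre-ACTH group was that of dog 1. The gap between the groups was 0.302 of the whole range of scores, and it was smallest, at 0.141, when dog 4 was left out.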

In this analysis, the distribution of samples in the principal component (PC) 1 was segregated by treatment. Furthermore, in the PC2, samples from the Post-ACTH group appeared to present a higher homogeneity than those from the Pre-ACTH group.

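PC2 held 20.7% of the variance. Its scores ran from -43.8 to 50.7 in Pre-ACTH and from -17.7 to 24.4 in Post-ACTH, and their SDs were 36.7 and 20.2, a ratio of 1.82. With 5 samples per group, a ratio this far from equality was not unusual among the assignments of samples to groups (exact permutation test, two-sided, p = 0.270 without regard to the dog and 0.375 with swaps only within dogs). The highest and the lowest Pre-ACTH scores belonged to dogs 1 and 4. With DESeq2's variance-stabilizing transformation the ratio was 2.42 (exact permutation test, two-sided, p = 0.0952), and with the 500 most variable genes it was 1.28.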

The effects of ACTH treatment in the transcriptome of VAT were evaluated through a differential expression analysis (pairwise comparison). For this, the contrast “Post-ACTH over Pre-ACTH” was defined in the DeSeq2 package for Bioconductor (provided in the SUSHI framework). 

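All 10 count tables listed the same 19856 genes, of which 16833 had at least 1 read. The number of genes with at least 10 reads ranged from 12172 to 12802 per Pre-ACTH library and from 12299 to 12450 per Post-ACTH library, and the fewest were found in the smallest library. Over all libraries, 13577 genes reached 10 reads in at least 1 sample, 12506 in at least 5 samples and 11460 in all 10 samples. More than 10 reads in at least 1 sample were found for 13450 genes. None of these rules gave the paper's count of 13332.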

From the 19,856 genes identified, 13,332 genes presented at least 10 reads in at least one sample, i.e., were considered as being expressed. For determining differentially expressed genes (DEGs) the threshold FDR < 0.01 was applied. Consequently, a total of 1190 DEGs were identified for the contrast “Post-ACTH over Pre-ACTH”, with 499 DEGs being upregulated and 691 downregulated (Figure 2). 

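With the dog as a block, 268 genes differed between Post-ACTH and Pre-ACTH, 102 of them higher and 166 lower in Post-ACTH (edgeR quasi-likelihood test, FDR under 0.01). In 267 of the 268 genes all 5 dogs changed in the same direction, which chance gives for 6.25% of genes and which held for 27.0% of all tested genes. The 268 genes were chosen by a paired test on the same dogs, so the chance share is no baseline for them. Without the replicate block, 262 genes were called, 112 higher and 150 lower, and 162 of these were shared with the paired comparison. The pairing was visible in the data. Deviations from the group means had an average correlation of 0.274 between samples of the same dog, from 0.077 in dog 4 to 0.41 in dog 2. Of the 120 ways to pair the samples only the real one gave so high an average (exact permutation test, one-sided, p = 0.00833). The check had been planned as a description without a test. Between samples of different dogs the average was -0.0678 and the highest value 0.206. Taking deviations from the group means pushes that average below 0 when the same-dog average is above 0. The count depended on the dogs included, the threshold and the test. Without dog 2, 1 gene was called, and at FDR under 0.05 with all dogs 1509 were called. With DESeq2, the tool named in the paper, and the dog as a block, 1180 genes were called, 499 higher and 681 lower. From its DEGs and the separation of the samples in the PCA, the paper concludes that the treatment and the resulting hypercortisolism affected the transcriptome of VAT.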

The full list of DEGs obtained, including statistical details, is presented in Supplemental File S1. 

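Of the 1190 genes in the paper's list, all 1190 changed in the paper's direction, 1189 had an unadjusted p under 0.05, and 266 passed FDR under 0.01 over all tested genes in edgeR's quasi-likelihood test. In 1110 of them all 5 dogs changed in the same direction, and in the other 80 it was 4 of 5. The list holds the paper's own calls on these samples, so its direction is no independent observation. Among the called genes with a symbol and the same direction in all dogs, the largest rises were those of RTN4RL1, SPOCK1, GPX3, MT3 and PI3. RTN4RL1 rose from 11.2 ± 14.7 to 499 ± 231 normalized counts (SD, n = 5 dogs), with log2 ratios from 2.20 in dog 1 to 8.57 in dog 4 (adjusted p = 0.00924, edgeR quasi-likelihood test). For GPX3 the log2 ratio was 0.55 in dog 1 and between 2.74 and 5.75 in the others, so that the groups overlapped. The largest falls were those of LSAMP, CPXM1, LRAT, CPA3 and CCR2. LRAT fell from 487 ± 324 to 12.4 ± 10.8 normalized counts (SD, n = 5), a log2 fold change of -5.21 (SE 0.61, adjusted p = 0.00463), while LSAMP and CPXM1 were close to 0 in Post-ACTH, with averages of 0.191 and 0.588, so their change rests on few reads, and the Pre-ACTH value of LSAMP in dog 2 stood apart from the others. The lowest p-values belonged to BAMBI, a rise of 2.70 (SE 0.16, adjusted p = 0.00199), followed among the genes that rose by CLVS2, CKM, IGFBP3 and PI3, and to PCOLCE, a change of -2.27 (SE 0.15, adjusted p = 0.00199), followed among those that fell by CXCL12, IL33, LUM and LSAMP. In the edgeR test without the replicate block, SPOCK1, BAMBI and LUM missed FDR under 0.01, and RTN4RL1 missed it with limma-voom and with a robust dispersion prior. CKM was the only gene called when dog 2 was left out (log2 fold change 3.87, adjusted p = 0.00775 in the same test).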

Further representation of the distribution of DEGs, filtered by FDR < 0.01, is presented as a volcano plot in Supplemental Figure S1B.

### 3.2. Functional Annotations

Functional classification of the DEGs was performed by determination of Gene Ontology (GO) terms related to Biological Processes using DAVID, enriched functional networks were identified with the ClueGO application for Cytoscape, and the predicted effects of treatment on the most significant canonical pathways for the present dataset, as well as prediction of upstream regulators, was accomplished with IPA. Lists of up to 20 representative genes for different functional terms and statistical details are provided in Supplemental File S2.

#### 3.2.1. Gene Ontologies

Genes upregulated after 25 weeks of treatment with the ACTH analog were associated with translation (*p* = 4.33 × 10^−31^), ribosomal small subunit assembly (*p* = 3.50 × 10^−9^) and cytoplasmic translation (*p* = 9.43 × 10^−8^) (Figure 2, Supplemental File S2). In contrast, the functional terms associated with genes downregulated after the ACTH-induced hypercortisolemia were (Figure 2, Supplemental File S2): cell adhesion (*p* = 1.29 × 10^−6^), chemotaxis (*p* = 2.17 × 10^−6^), immune response (*p* = 8.05 × 10^−5^), collagen fibril organization (*p* = 1.37 × 10^−4^), positive regulation of cell migration (*p* = 1.45 × 10^−4^), integrin-mediated signaling pathway (*p* = 2.32 × 10^−4^) and angiogenesis (*p* = 1.75 × 10^−3^). These results were further corroborated by resorting to the package *goseq* from Bioconductor, and to the overrepresentation test provided in the Pantherdb online tool by using the canine genome as reference (Supplemental File S2).

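Supplemental File S2 lists up to 20 representative genes for each term, and those with a symbol in the paper's DEG list were followed here. Because the lists were drawn from the upregulated DEGs, the direction of their members is given by the selection, and only the size of the change and its spread between dogs are measured. For translation, 17 of 19 listed genes were matched. Their median log2 fold change was 0.50 (range 0.38 to 0.73), the median of the members was 0.53 ± 0.09 over the dogs (SD, n = 5), and 3 of the 17 were called. For ribosomal small subunit assembly, 7 of 8 were matched, with a median of 0.64, and 3 were called, RPS15 with the lowest p (log2 fold change 0.79, SE 0.09, adjusted p = 0.00416, edgeR quasi-likelihood test). For cytoplasmic translation all 7 were matched, with a median of 0.46, and none was called at FDR under 0.01, although all 7 passed FDR under 0.05. In single dogs the lowest median of these 3 lists was 0.33. Reads of ribosomal protein genes can be shared with near-identical copies, and the handling of such reads in the counting is not described in the paper's text, so the values of single members are uncertain.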

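The members of the 7 terms that were found in the DEG list all fell. Cell adhesion had 17 of 18 listed genes matched, with a median log2 fold change of -0.88 and medians from -1.09 to -0.52 in single dogs, and 4 genes were called (edgeR quasi-likelihood test, FDR under 0.01). Chemotaxis had 11 genes, a median of -1.10 and 6 called genes, PDGFRB with the lowest p (log2 fold change -0.75, SE 0.07, adjusted p = 0.00241, same test). Immune response had 16 of 17 genes, a median of -1.11 and 4 called genes. Collagen fibril organization showed the lowest median of the 7 terms, -1.70 over 8 genes, with medians from -2.14 to -1.14 in single dogs. Positive regulation of cell migration had a median of -0.82 over 16 genes, integrin-mediated signaling -1.43 over 10 and angiogenesis -1.03 over 12. The lists were drawn from the downregulated DEGs of these samples, so medians below 0 are given by the selection, and only the size of the fall and its spread between dogs are measured.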

#### 3.2.2. Functional Networks

The visualization of biological terms in a functional grouped network was accomplished through the ClueGO plugin for the Cytoscape platform, using as input the lists of DEGs downregulated or upregulated in response to treatment. Networks overrepresented in the Post-ACTH group were mostly related to translation and ribosomal function (Figure 3A, Supplemental File S2). In contrast, the most represented functional networks in genes downregulated after ACTH treatment were related to cell motility and migration, vascularization, immune signaling, cell–cell communication, intracellular signaling and extracellular matrix organization (Figure 3B, Supplemental File S2).

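In the translation network, 19 of 19 listed genes were matched and rose, with a median log2 fold change of 0.48, and in the ribosomal biogenesis network 20 of 20, with a median of 0.51. The network on negative regulation of hydroxilase activity was the third, with 17 genes and a median of 1.34. Beyond these lists, the paper's DEG table names 41 cytosolic ribosomal protein genes. All 41 rose in all 5 dogs, by 0.36 to 0.90 on the log2 scale, 6 were called by edgeR's quasi-likelihood test at FDR under 0.01 and 40 at FDR under 0.05. As DEGs of the same samples they were selected for change, so their agreement between dogs is largely given by the selection. The median of these 41 genes was 0.51 ± 0.13 over the dogs (SD, n = 5), and with total counts in place of TMM factors their median log2 fold change was 0.47.

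**Figure D1:**
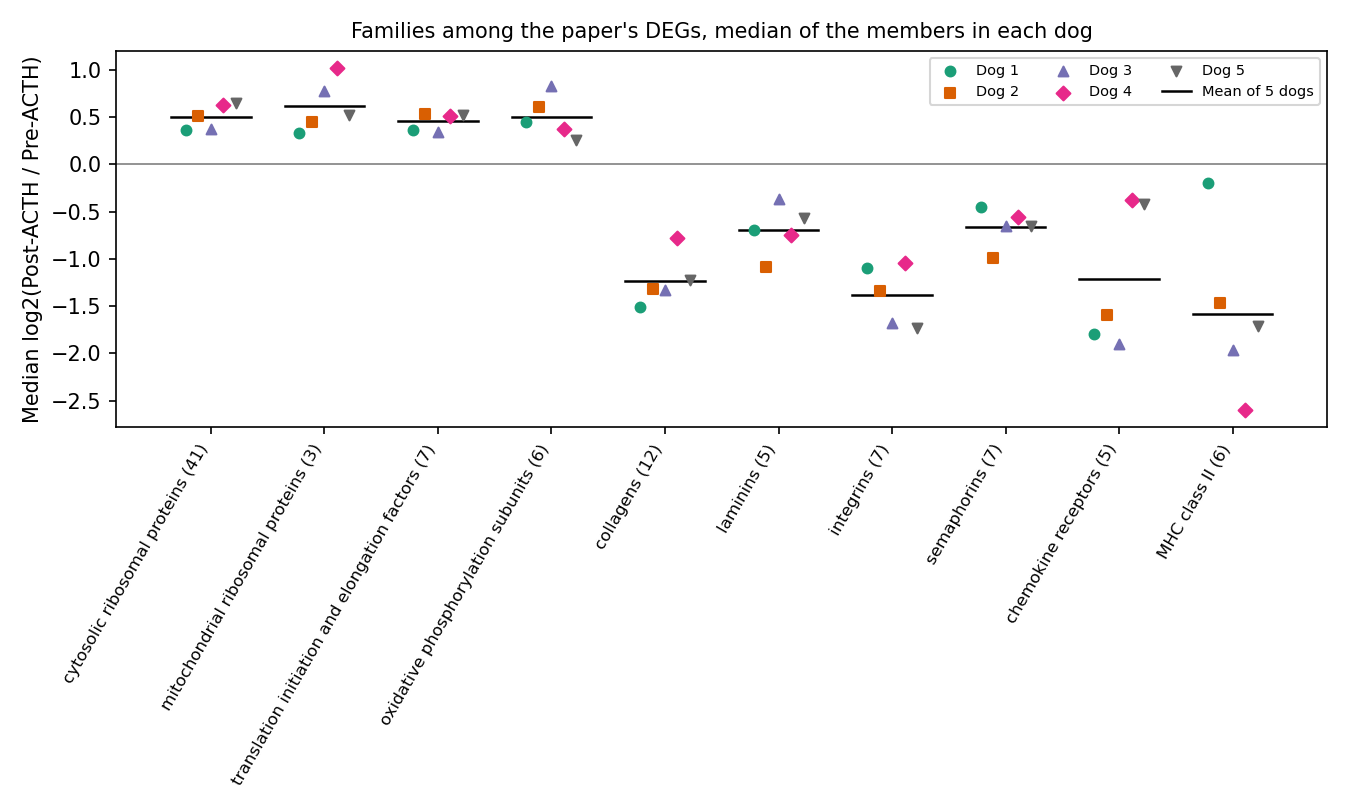
Median log2 ratio of Post-ACTH over Pre-ACTH (y axis) in each of the 5 dogs for gene families among the paper's DEGs, with the number of members in brackets on the x axis; each point is a dog and the bar is the mean of the 5 dogs. The 41 cytosolic ribosomal proteins lie between 0.37 and 0.65 in single dogs, and the 12 collagens between -1.51 and -0.78.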

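Among the matched members of the networks with lower expression, the median log2 fold change was -1.22 for regulation of locomotion (17 genes), -1.01 for vasculature development (16 genes), -1.01 for chemotaxis (18 genes), -1.50 for regulation of response to stimulus (17 genes) and -1.22 for extracellular matrix organization (17 genes). For angiogenesis (16 genes) the median in single dogs averaged -1.07 ± 0.20 (SD, n = 5). The toll-like receptor 7 signaling network held 4 genes with a median of -2.18. The members of these networks were also drawn from the downregulated DEGs. Of the 12 collagen genes in the DEG table, 10 fell and 2 rose, and COL14A1 had the lowest p (log2 fold change -2.19, SE 0.18, adjusted p = 0.00213, edgeR quasi-likelihood test). The 7 integrins and the 5 laminins in the table all fell, with medians of -1.71 and -0.71.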

#### 3.2.3. Canonical Pathways and Upstream Regulators

To predict the canonical pathways most significantly affected by treatment, as well as the possible upstream regulators involved in this response, the list of DEGs (*p* and FDR < 0.01) was uploaded to the IPA software. 

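Supplemental File S2 names representative genes for 3 of the pathways with predicted activation. For EIF2 signaling, 16 of 19 were matched to the DEG table, of which 15 rose and 1 fell, with a median log2 fold change of 0.49 and medians from 0.37 to 0.58 in single dogs. For IGF-1 signaling, 9 of 10 were matched, of which 6 rose and 3 fell, with a median of 0.87. For the apelin adipocyte pathway, 8 of 9 were matched, of which 3 rose and 5 fell, with a median of -0.55, and APLNR had the lowest p (log2 fold change -2.89, SE 0.39, adjusted p = 0.00749, edgeR quasi-likelihood test). For oxidative phosphorylation, the 6 subunit genes named in the DEG table all rose, by 0.44 to 0.71 on the log2 scale and in all 5 dogs, and 1 of them, NDUFB7, was called. In that table 1110 of 1190 genes moved the same way in all dogs, so this agreement is largely given by the selection. Subunit genes outside the table have no symbol here and could not be followed.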

Among the pathways predicted to be activated after treatment were those related to translation (EIF2 signaling, *p* = 1 × 10^−26^; RhoGDI signaling, *p* = 5.01 × 10^−4^), as well as oxidative phosphorylation (*p* = 5.01 × 10^−4^), apelin adipocyte signaling pathway (*p* = 1.35 × 10^−2^) and IGF-1 signaling (*p* = 2.24 × 10^−2^) (Figure 4, Supplemental File S2). In contrast, among the most enriched canonical pathways predicted to be deactivated after treatment were those related to (Figure 4, Supplemental File S2): cellular proliferation and intracellular signaling (mTOR signaling, *p* = 1 × 10^−13^; regulation of eIF4 and p70S6K signaling, *p* = 3.16 × 10^−14^; signaling of Rho family GTPases, *p* = 5.01 × 10^−5^; protein kinase A signaling, *p* = 9.77 × 10^−4^; ephrin receptor signaling, *p* = 3.02 × 10^−3^; HGF signaling, *p* = 3.72 × 10^−3^), vascularization (adrenomedullin signaling pathway, *p* = 1.51 × 10^−5^; thrombin signaling, *p* = 3.73 × 10^−5^; endothelin-1 signaling, *p* = 2.88 × 10^−3^), immune function (leukocyte extravasation signaling, *p* = 2.51 × 10^−4^; IL8 signaling, *p* = 4.97 × 10^−4^; Tec kinase signaling, *p* = 4.37 × 10^−4^; Th2 pathway, *p* = 1.05 × 10^−2^; CXCR4 signaling, *p* = 1.1 × 10^−2^; chemokine signaling, *p* = 1.15 × 10^−2^), hormonal signaling (estrogen receptor signaling, *p* = 3.16 × 10^−4^, GNRH signaling, *p* = 2.82 × 10^−3^; relaxin signaling, *p* = 4.17 × 10^−3^), metabolism (phospholipase C signaling, *p* = 2.34 × 10^−6^; LXR/RXR activation, *p* = 4.79 × 10^−4^; superpathway of inositol phosphate compounds, *p* = 9.55 × 10^−4^; sphingosine-1-phosphate signaling, *p* = 3.31 × 10^−4^; insulin secretion signaling pathway, *p* = 4.79 × 10^−3^), HIF1α signaling (*p* = 1.38 × 10^−3^) and actin cytoskeleton signaling (*p* = 4.57 × 10^−3^). Furthermore, no prediction (undetermined z-score) on the effects of treatment over atherosclerosis signaling pathway (*p* = 2.29 × 10^−3^) could be achieved. 

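For 6 pathways of this group Supplemental File S2 lists representative genes. In leukocyte extravasation signaling 8 of 12 matched genes fell and 4 rose (median log2 fold change -1.02), in estrogen receptor signaling 12 of 18 fell (median -0.61), in LXR/RXR activation 9 of 15 fell (median -0.89), in GNRH signaling 11 of 16 fell (median -0.69) and in the Th2 pathway 8 of 10 fell (median -1.50). For mTOR signaling the balance was the other way, with 11 of 13 matched genes higher and 2 lower and a median of 0.49. RPS15 was the mTOR member with the lowest p. Most of the matched mTOR members are ribosomal proteins already counted above, so this median largely repeats their rise. The predicted activity in the paper rests on IPA's z-score, which weighs each gene by its recorded role and was not computed here.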

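Of the 14 genes listed for the atherosclerosis signaling pathway, all were matched, 12 were lower and 2 higher in Post-ACTH, and 4 were called by edgeR's quasi-likelihood test at FDR under 0.01. Their median log2 fold change was -1.39, and the median of the members lay between -1.40 and -0.68 in single dogs.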

Among the top upstream regulators predicted by the IPA software to affect the expression of the DEGs were factors such as the La ribonucleoprotein 1 translational regulator (LARP1, *p* = 1.62 × 10^−43^), tumor necrosis factor (TNF, *p* = 2.51 × 10^−28^), C-C motif chemokine receptor 2 (CCR2, *p* = 6.91 × 10^−15^), estrogen receptor 1/alpha (ESR1, *p* = 4.12 × 10^−14^) and interferon gamma (IFNG, *p* = 9.69 × 10^−15^), all predicted to be inhibited by treatment (Supplemental File S2). In contrast, dexamethasone (*p* = 2.28 × 10^−32^) was predicted to be activated after ACTH treatment (Supplemental File S2). Finally, no prediction of activation could be achieved for transforming growth factor 1 beta (TGFB1, *p* = 3.64 × 10^−28^), β-estradiol (*p* = 5.97 × 10^−27^), interleukin 1 beta (IL1B, *p* = 1.34 × 10^−14^) and fibroblast growth factor 2 (FGF2, *p* = 2.75 × 10^−14^) (Supplemental File S2).

### 3.3. Normalized Counts of Representative Genes

Functional analysis highlighted the presence of different biological mechanisms modulated by ACTH treatment. As further evaluation of mRNA amounts (e.g., with semi-quantitative PCR) was not possible in the present work (discussed below), further exploration of the expression patterns of representative DEGs for different functional groups was performed based on normalized gene counts (*p* and FDR < 0.01, Figure 5). 

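PI3 (ENSCAFG00000009641) rose from 26.7 ± 17.2 normalized counts in Pre-ACTH to 331 ± 117 in Post-ACTH (SD, n = 5 dogs each), a log2 fold change of 3.66 (SE 0.29, adjusted p = 0.00213, edgeR quasi-likelihood test), and PLCD4 (ENSCAFG00000014832) from 156 ± 31.7 to 709.7 ± 265, a log2 fold change of 2.12 (SE 0.18, adjusted p = 0.00241, same test). RPL3 rose from 12690 ± 1348 to 21070 ± 1964 normalized counts, a log2 fold change of 0.73 (SE 0.11, adjusted p = 0.00860). RPL8 rose by a similar amount, 0.69 (SE 0.11), but its adjusted p of 0.0107 lay just above the threshold. IRS2 rose by 1.21 (SE 0.22, adjusted p = 0.0167), from 1043 ± 428 to 2329 ± 558 normalized counts, and the groups overlapped. IGFBP2 showed the largest change of the 6 genes, from 274 ± 287 to 11780 ± 7317 normalized counts, a log2 fold change of 5.80 (SE 0.99, adjusted p = 0.0137). Its log2 ratio ran from 3.58 in dog 3 to 9.47 in dog 4, so the size of its rise differed widely between dogs. All 6 genes rose in all 5 dogs. With DESeq2 and the dog as a block, RPL8, IRS2 and IGFBP2 also passed FDR under 0.01, and in the edgeR test without the replicate block RPL8 and IGFBP2 passed and IRS2 did not. RPL3 failed it in the edgeR test with total counts in place of TMM factors and when 10 reads were required in 5 samples. Of the 5 edgeR fits that each left out one dog, RPL3 passed in 0, PLCD4 in 2 and PI3 in 3.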

In response to treatment, genes involved in intracellular signaling (peptidase inhibitor 3, *PI3*; phospholipase C delta 4, *PLCD4*), in ribosomal structure (such as the ribosomal protein L, *RPL*, -*3* and -*8*), and the insulin receptor substrate 2 (*IRS2*) and insulin-like growth factor binding protein 2 (*IGFBP2*) presented significantly higher normalized counts than in the control samples. In contrast, growth factors, such as insulin-like growth factor 1 (*IGF1*) and fibroblast growth factor 1 (*FGF1*), presented lower normalized counts. 

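IGF1 (ENSCAFG00000007304) fell from 232 ± 73.9 to 121 ± 35.7 normalized counts (SD, n = 5 dogs each) and FGF1 (ENSCAFG00000031965) from 1434 ± 255 to 630.4 ± 177. The groups overlapped for neither gene, and both fell in all 5 dogs. The log2 fold change of IGF1 was -0.94 (SE 0.25, adjusted p = 0.0510, edgeR quasi-likelihood test), with ratios from -0.32 to -1.82 in single dogs, and 1 Pre-ACTH sample, that of dog 2, stood at 360.4 normalized counts against at most 229.5 in the other dogs. For FGF1 it was -1.22 (SE 0.21, adjusted p = 0.0142, same test). Both genes missed FDR under 0.01 in this test and passed it with DESeq2 (adjusted p = 0.00395 and 1.82e-07). FGF1 also passed it without the replicate block.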

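CD86 fell from 97.0 ± 64.5 to 31.8 ± 17.7 normalized counts (SD, n = 5 dogs each), a log2 fold change of -1.59 (SE 0.50, adjusted p = 0.0802, edgeR quasi-likelihood test). Its ratio was -0.21 in dog 1 and -3.71 in dog 4, and the Pre-ACTH sample of dog 3 was far above the other 4. TLR7 fell from 34.1 ± 18.8 to 3.88 ± 3.84 normalized counts, a log2 fold change of -3.20 (SE 0.42, adjusted p = 0.00632), and CCR2 from 33.9 ± 16.6 to 3.06 ± 2.57, a log2 fold change of -3.50 (SE 0.49, adjusted p = 0.00811). The Post-ACTH values of both genes rest on few reads, and that of TLR7 in dog 3 was far above the other 4. CXCR4 fell from 159 ± 136 to 48.0 ± 23.1 normalized counts, a log2 fold change of -1.42 (SE 0.39, adjusted p = 0.0564). It fell in 4 dogs, was slightly higher in dog 5, and the groups overlapped. CD86 and CXCR4 passed FDR under 0.01 with DESeq2 and the dog as a block and failed it without the replicate block. TLR7 also failed it in the edgeR test without the replicate block, with an adjusted p of 0.0126, and with libraries thinned to the smallest, a setting chosen after seeing the data. IL1R1 has no identifier in the DEG list and was not analysed here.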

With regard to the immune system, whereas the expression of the interleukin 1 receptor type 1 (*IL1R1*) was increased, the cluster of differentiation 86 (*CD86*), toll-like receptor 7 (*TLR7*), CCR2 and C-X-C motif chemokine receptor 4 (CXCR4) presented lower counts in response to ACTH. The number of replicates from vascular endothelial growth factor C (*VEGFC*) and of matrix metalloproteinase (*MMP*) -*2* was lower in ACTH-treated dogs, contrasting with increased amounts of endothelin converting enzyme 1 (*ECE1*), thrombospondin 1 (*THBS1*), tissue inhibitor of metallopeptidase 4 (*TIMP4*) and *MMP19*. 

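VEGFC fell from 245 ± 29.0 to 146 ± 75.1 normalized counts (SD, n = 5 dogs each), a log2 fold change of -0.86 (SE 0.19, adjusted p = 0.0319, edgeR quasi-likelihood test), with almost no change in dog 5. MMP2 fell from 1029 ± 234 to 489 ± 222, a log2 fold change of -1.14 (SE 0.23, adjusted p = 0.0231), with almost no change in dog 4, whose Post-ACTH value of 873 stood apart from the other 4. ECE1 rose from 2001 ± 748 to 4083 ± 1442, a log2 fold change of 1.02 (SE 0.18, adjusted p = 0.0149). THBS1 rose from 3195 ± 2225 to 14640 ± 8953, a log2 fold change of 2.22 (SE 0.45, adjusted p = 0.0233), and its rise was smallest in dog 3, whose Pre-ACTH value stood far above the others. TIMP4 rose from 596 ± 215 to 1036 ± 320, a log2 fold change of 0.84 (SE 0.25, adjusted p = 0.0720), and fell slightly in dog 4. MMP19 rose from 97.7 ± 38.4 to 179.6 ± 46.5, a log2 fold change of 0.92 (SE 0.26, adjusted p = 0.0624), and fell slightly in dog 1. The groups overlapped for all 6 genes, and none passed FDR under 0.01 in this test, while all 6 did with DESeq2 and the dog as a block.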

Regarding the metabolism of glucocorticoids, hydroxysteroid 11-beta dehydrogenase (*HSD11B*) -*2* and glucocorticoid receptor (*NR3C1*/*GR*) availability were reduced by treatment, contrasting with increased availability of *HSD11B1*. 

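NR3C1 (ENSCAFG00000006293) fell from 3791 ± 255 to 2742 ± 241 normalized counts (SD, n = 5 dogs each), a log2 fold change of -0.47 (SE 0.09, adjusted p = 0.0186, edgeR quasi-likelihood test). It fell in all 5 dogs, and the Pre-ACTH values, from 3459 to 4092, lay above all Post-ACTH values, from 2387 to 3009. The adjusted p was 0.00936 in the edgeR test without the replicate block and 0.000553 with DESeq2 and the block. HSD11B1 and HSD11B2 have no identifier in the DEG list and were not analysed here.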

Finally, whereas the availability of *ESR1* was decreased in hypercortisolemia, prolactin receptor (*PRLR*) availability was increased.

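ESR1 (ENSCAFG00000000430) fell from 7330 ± 1364 to 5536 ± 1142 normalized counts (SD, n = 5 dogs each), a log2 fold change of -0.41 (SE 0.09, adjusted p = 0.0318, edgeR quasi-likelihood test). It fell in all 5 dogs, while the groups overlapped, so the change was seen within dogs more than between the groups. In the edgeR test without the replicate block its adjusted p was 0.138, and with DESeq2 and the block it was 0.00233. PRLR (ENSCAFG00000018782) rose from 514 ± 210 to 1556 ± 350 normalized counts, a log2 fold change of 1.65 (SE 0.23, adjusted p = 0.00834, same test), and every Post-ACTH value was above every Pre-ACTH value. With a robust dispersion prior its adjusted p was above 0.01.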

### 3.4. Analysis Match

Following functional analysis, the Analysis Match tool from IPA was used to compare the present analysis with the transcriptomic effects induced by different experimental designs or pathologies. The list of datasets obtained was filtered by the investigated tissue (visceral adipose tissue) and biological relevance for the current work.

This analysis identified the dataset GSE40231, derived from a multiorgan expression profiling study in humans presenting with atherosclerosis [30], as being significantly different from the current dataset. In that microarray analysis, by comparing the transcriptome of VAT with that of the liver, tissue-specific genes potentially involved in coronary arterial disease were identified [30]. When comparing the canonical pathways significantly affected in the present study and in humans with atherosclerosis, most were predicted to have contrary activation patterns (Figure 6): the canonical pathways phospholipase C signaling, integrin signaling, IL8 signaling, CXCR4 signaling, estrogen receptor signaling, GNRH signaling, signaling by Rho Family GTPases, HIF1α signaling, thrombin signaling and relaxin signaling were predicted to be deactivated in the VAT of dogs with Cushing’s syndrome but activated in humans with atherosclerosis. Exceptions were EIF2 signaling being activated and LXR/RXR deactivated in both datasets, despite different activation *Z*-scores, and oxidative phosphorylation that was activated in the present dataset, but no activation prediction could be made for human samples (Figure 6). Similarly, several of the top upstream regulators for both analyses presented a diverging predicted activation: GLI family zinc finger 1 (GLI1), CCR2, ESR1 and TGFB1 were predicted to be inhibited in samples from the present study but activated in the human dataset, whereas the peroxisome proliferator-activated receptor gamma coactivator 1 alpha (PPARGC1A), LDL receptor related protein 1 (LRP1), dexamethasone, estrogen receptor, NR3C1/GR and interleukin 1 receptor antagonist (IL1RN) activity presented an inverse tendency (Supplemental File S2). In contrast, TNF, interferon regulatory factor 2 (IRF2) and interferon gamma (IFNG) were predicted to be inhibited and insulin activated in both datasets, and the computing of LARP1 activity was not possible in VAT samples from humans with atherosclerosis.

## 4. Discussion

Strong effects of GCs on adipose tissue remodeling, expansion and metabolic function—inducing insulin resistance and affecting glycolysis, lipolysis and lipogenesis—have been described in vivo in humans and rodents and in in vitro models [16,17,18,19,31,32]. The lack of knowledge of such effects in the dog, despite the importance of Cushing’s syndrome in this species, was an important incentive for the present study. By implanting long-term ACTH-releasing pumps, we could induce a state of chronic endogenous HC in dogs, as demonstrated clinically and further highlighted by positive endocrine tests (ACTH-stimulation test, low-dose-dexamethasone suppression test) [20]. Clinically, the dogs showed polyuria/polydipsia, a loss in body weight, muscle loss and, selected dogs, also an increased central obesity as described [20]. We were able to evaluate, for the first time in the dog, the effects of chronic endogenous HC on the transcriptome of VAT. Due to the low amounts of total RNA obtained from VAT, which was a consequence of the low amount of the available adipose tissue, the possibilities for downstream validation of NGS results by other quantitative methods was limited. Therefore, strict thresholds in determining DEGs were applied, including low *p* and false discovery rate (FDR) values (<0.01). By using healthy dogs with high homogeneity regarding breed (Beagle), genetic background and body condition and using these animals as their own controls, individual variation in output results was decreased. Furthermore, the high homogeneity between samples on each group suggests a low influence of other confounding variables, such as sex or age, in the present analysis. Importantly, the presence of dexamethasone, a synthetic glucocorticoid, among the top upstream activated regulators supports the conclusion that several of the transcriptomic effects observed were induced by chronic HC. Treatment with ACTH instead of the administration of a synthetic GC provides results more comparable to naturally occurring CS. In contrast, dexamethasone, a synthetic GC frequently used in HC-related studies, is already in its active form and cannot be further activated by HSD11B1. Conversely, the administration of ACTH increases endogenous cortisol concentrations, which then can be both activated by HSD11B1 and inactivated by HSD11B2 [33].

In accordance with our hypothesis, long-term ACTH exposure and consequent HC clearly affected the transcriptome of adipose tissue, as shown by the distinct separation between samples collected before and after treatment in the principal component analysis, with 1190 genes further identified as being differentially expressed (*p* and FDR < 0.01). Most identified functional terms were overrepresented in DEGs downregulated in response to chronic HC. Those involved, i.a., extracellular matrix, cell adhesion and migration, immune response, vascularization and intracellular signaling, and were accompanied by the predicted deactivation of most canonical pathways identified by IPA as significantly affected in the present dataset. As for functional terms overrepresented in treated samples, they were mainly related to translation and ribosome biogenesis, associated with apparently higher transcript counts of ribosome-related genes in response to treatment. This was further associated with the predicted activation of the canonical pathway signaling through EIF2, involved in the initiation of translation by binding tRNA to the ribosome [34]. Furthermore, LARP1, a RNA-binding protein that, among other mechanisms, regulates translation of several ribosomal subunits [35], was identified as the top-ranking predicted upstream regulator. All of these suggest an increased translational activity in visceral adipocytes after chronic HC induced by prolonged ACTH treatment. This appears to contrast with previous transcriptomic analysis of human subcutaneous adipose tissue, where most differentially expressed ribosomal subunits were downregulated in patients presenting with Cushing’s disease [32]. It is noteworthy that visceral and subcutaneous adipocytes arise from different cell lineages [10] and also present functional differences in the dog, as implied by the diverging expression patterns of lipogenesis-related factors observed in response to weight loss [11]. Thus, the differences in transcriptional signaling between the present work and human subcutaneous tissue appear to be tissue-specific rather than dependent on species and are possibly related to the fat tissue redistribution, with VAT expansion, observed during CS [14].

Different growth factors involved in the regulation of tissue expansion were also affected by ACTH treatment. The expression of insulin-like growth factor 1 (*IGF1*) was downregulated in hypercortisolemia. In fact, GCs appear to have a suppressive effect on IGF1 expression in adipose tissue, as shown by the significantly decreased expression of IGF1 in the periadrenal adipose tissue of human patients with CS [19]. Furthermore, in consonance with our observation of lower transcriptional availability of *FGF1* after treatment, FGF signaling was previously predicted to be deactivated in the periadrenal adipose tissue of humans with CS [19]. In gonadal white adipose tissue, FGF1 availability can be induced by a high-fat diet, and its knockout, in conjunction with the same high-fat diet, affects adipose expansion and dysregulates metabolic activity in mice [36,37]. This was further highlighted by the decreased circulating glucose levels observed after the administration of rFGF1 to insulin-resistant mice [38]. Furthermore, the decreased expression of FGF1, which acts as a proangiogenic factor [39], might also represent one of the vasomodulatory effects of treatment. Indeed, ACTH treatment was associated with the downregulation of *VEGFC* and upregulation of endothelin converting enzyme 1 (*ECE1*) and *THBS1*, with functional terms related to vascularization being enriched for genes downregulated after treatment. The ECE1 activates endothelins that modulate vascular dilation or constriction through its receptors ETA or -B [40]. Whereas the increased availability of this factor does not allow a prediction of endothelin activity changes per se (i.e., vasodilation or constriction), the effects observed in the number of transcripts of the proangiogenic VEGFC [41] and of the antiangiogenic *THBS1* [42] suggest that HC might disrupt angiogenic activity in visceral adipose tissue. In fact, VEGF activity was reported to be apparently affected in human periadrenal adipose tissue in patients with CS [19]. Furthermore, the decreased adiposity and insulin levels observed in THBS1-null mice, associated with immunomodulatory effects in visceral adipose tissue [43], suggest a broader role of THBS1 in adipose physiology that might be worth exploring in the dog.

Effects of treatment in the regulation of tissue structure could also be observed in the modulation of extracellular matrix organization, with the tissue inhibitor of metalloproteinases-4 (*TIMP4*), an inhibitor of, i.a., MMP2 (downregulated herein), presenting higher counts of transcripts after long-term HC. To the authors’ knowledge, this is the first time that the expression of these factors has been described in canine VAT. Among other functions, TIMP4 modulates the differentiation of adipocytes, being upregulated during the terminal phase of maturation of preadipocytes [44]. Furthermore, TIMP4-deficient mice present a lower accumulation of visceral fat, in a mechanism that involves CD36 signaling through PI3 [45], the latter being upregulated by treatment in the present study. TIMP4 was also downregulated in visceral adipose tissue of GR knockout mice [19], further highlighting the GC-dependency of the expression of this metalloprotease inhibitor. Thus, considering the present results and the mechanisms described in mice, it is possible that TIMP4, upregulated in response to HC and possibly regulating MMP2 availability, might be involved in the modulation of adipocyte growth and increased visceral fat observed in dogs presenting with CS.

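IRS1 (ENSCAFG00000010397) rose from 497 ± 64.7 normalized counts in Pre-ACTH to 794 ± 77.4 in Post-ACTH (SD, n = 5 dogs each), a log2 fold change of 0.68 (SE 0.09, adjusted p = 0.00626, edgeR quasi-likelihood test). It rose in all 5 dogs, by 0.44 to 0.89, and every Post-ACTH value was above every Pre-ACTH value. The change was smaller in size than those of IRS2 and IGFBP2 and varied less between dogs.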

At the metabolic level, the observed increased availability of *IRS2, IGFBP2* and, to a lower extent, *IRS1* after treatment suggested an elevated sensitivity to insulin in VAT under hypercortisolemia. Indeed, while CS is frequently associated with systemic insulin resistance, several studies in humans have indicated that such is not the case in adipose tissue, where GCs are associated with increased adipocyte expression of factors such as IR, IRS1 and IRS2, and glucose uptake both in vitro and in vivo [46,47,48]. This GC-induced increased insulin sensitivity appears to represent a compensatory mechanism, as suggested by others [49], where insulin signaling favors adipose expansion and lipid accumulation to compensate for increased lipidemia. Although interesting, unfortunately, insulin resistance was not evaluated in the present study. Nevertheless, the plasma lipase activity was significantly increased 25 weeks after ACTH treatment [20]. Moreover, plasma triglycerides concentrations (TG) were also significantly increased in these dogs [20]. Clinically, all dogs showed a significant loss in body weight, muscle loss, and in some dogs, increased central obesity was observed [20].

While the transcript counts of the lipid hydroxylase *PLCD4* increased with treatment in the present study, the predicted deactivation of lipid-related canonical pathways such as LXR/RXR signaling and sphingosine-1-phosphate signaling further supports the presence of lipid accumulation mechanisms in the canine VAT in response to hypercortisolemia, as also described in humans [50].

The induction of prolonged hypercortisolemia appeared to modulate GC signaling within canine VAT, with the decreased availability of *NCR3C1* (glucocorticoid receptor, GR) possibly representing a local compensatory mechanism to chronic GC excess. Surprisingly, that appeared not to be the case for both hydroxysteroid 11-beta dehydrogenases: *HSD11B1*, which catalyzes the conversion of cortisone into the biologically active cortisol [33], was upregulated while *HSD11B2*, which reverts cortisol activation [33], presented lower counts of transcripts after treatment. Despite requiring further validation, these expression patterns suggest an active increased availability of cortisol in canine VAT, even under hypercortisolemia conditions. With regard to their effects in adipose tissue, HSD11B1 global knockout in mice is associated with decreased adipose accumulation; more interestingly, specific knockout in adipose tissue resulted in a lower degree of hepatic steatosis and lower levels of circulating fatty acids after corticosterone administration [51]. Furthermore, HSD11B2 adipose-specific overexpression had a positive impact on the metabolic status of obesity-induced mice [52]. Thus, the dysregulation of local GC metabolism in VAT suggested by the present results, associated with an increased local availability of cortisol, might represent a treatment target in dogs with CS, being possibly involved in the regulation of adipocyte metabolism and expansion, and overall VAT accumulation in CS. Nevertheless, as this study was performed in vivo, some of the observed effects might not be directly induced by cortisol but, instead, could potentially constitute a response to other local or systemic signals, which have not been evaluated in the present study and therefore could be regarded a potential limitation of the study. Moreover, number of animals was rather low, meaning that factors like sex or age could not be assessed.

The modulation of hormonal receptors, i.e., ESR1 and PRLR, in response to treatment further highlighted the multifactorial effects of prolonged hypercortisolemia in visceral adipose tissue function. PRL signaling is associated with the regulation of adipogenesis [53], mainly in rodents, while an interplay between the GC receptor and ESR1 was previously shown in vitro regarding immunomodulatory activity [54]. Nevertheless, the role of such receptors in VAT, according to the authors’ knowledge, remains unexplored in the canine species.

Finally, induction of hypercortisolemia with ACTH was also associated with the modulation of immune activity in visceral adipose tissue. This was highlighted by the presence of enriched immune-related functional terms in samples collected after treatment and predicted deactivation of canonical pathways. The presence of immunomodulatory responses to hypercortisolemia is in agreement with the immunoregulatory, usually anti-inflammatory, effects of GCs in several systems and has been previously reported in humans presenting with Cushing’s syndrome [55,56,57,58]. Hypercortisolemia was previously associated with an increased infiltration of macrophages into VAT in humans [58]. In the present work, the decreased availability of *CD86*, expressed by some phenotypes of macrophages as M1 and M2b [59], suggests a local modulation of the immune milieu in response to HC. However, the evaluation of such changes is still required. Interestingly, decreased counts of *CCR2* and *CXCR4* also occurred after prolonged ACTH treatment. Among other functions, these two chemokine receptors have been implicated in vascular damage and formation of atherosclerosis [60,61]. In humans, hypercortisolemia is associated with an increased risk of developing atherosclerotic lesions [62]. In a retrospective study, the presence of metabolic diseases such as diabetes mellitus and hypothyroidism in dogs was associated with a higher risk of development of atherosclerosis, but not Cushing’s syndrome [4]. This was a surprising observation, as both diseases, diabetes mellitus and hypothyroidism, are associated with hyperlipidemia, comparable to that seen in dogs with CS. Furthermore, using the analysis match tool from IPA, the transcriptome of peritoneal adipose tissue of humans presenting with atherosclerosis contrasted significantly with the results of the present work. The IPA analysis tool compares the investigated dataset with over 80,000 publicly available IPA analyses. The fact that only one existing analysis could be identified underlines the lack of knowledge on the involvement and function of VAT in metabolic alterations under HC and need for further investigations. Furthermore, as no analysis of the VAT transcriptome patients presenting with CS was available, the aim of this comparison was to assess possible functional and/or metabolic local mechanisms that could be associated with the development of atherosclerosis. Interestingly, most canonical pathways showed an inverse predicted activation pattern compared with the dog. Whereas this phenomenon still remains to be better explored in dogs, species-specific functional differences in the response to hypercortisolemia, probably involving, i.a., CCR2 and CXCR4, may be involved in the absence of increased atherosclerosis in these animals, contrasting with other metabolic diseases in dogs and with what is observed in humans. 

## 5. Conclusions

The present work provides the first insights into the transcriptome of canine visceral adipose tissue (VAT) in response to ACTH-induced chronic HC. This analysis allowed the identification of factors and potential mechanisms that might play important roles in the modulation of VAT in response to HC and possibly included targets for clinical applications. The modulation of local metabolism of GCs, with the HSD11B1/-2 expression patterns suggesting an increased local availability of cortisol, may comprise an important target in the modulation of GC-induced effects in VAT. Beyond our hypothesis, effects of treatment were clearly multifactorial and, in part, appeared to be associated with an increased expansion of VAT involving the modulation of growth factors such as *IGF1* and *FGF1,* ECM organization through *TIMP4*, and lipidosis. All these effects were similar to what has been described in humans. Thus, similarities of CS in the dog and humans, besides involving the previously described metabolic and clinical features, appear to include effects exerted upon visceral adipose tissue. These similarities further suggest the dog as a possible model for human CS. Moreover, vascularization, immune activity (possibly involving immunosuppressive signals) and sensitivity of VAT to different hormones were also affected by treatment. However, the full nature of these effects involving vascular and immune responses, as well as their relation to the situation observed in humans presenting with CS, could not be established in the present study. Thus, species-specific mechanisms, including, e.g., the observed discrepancies in the atherosclerosis development pathway involving CCR2 and CXCR4 signaling, should be taken into account in future research. 

## Figures and Tables

**Figure 1:**
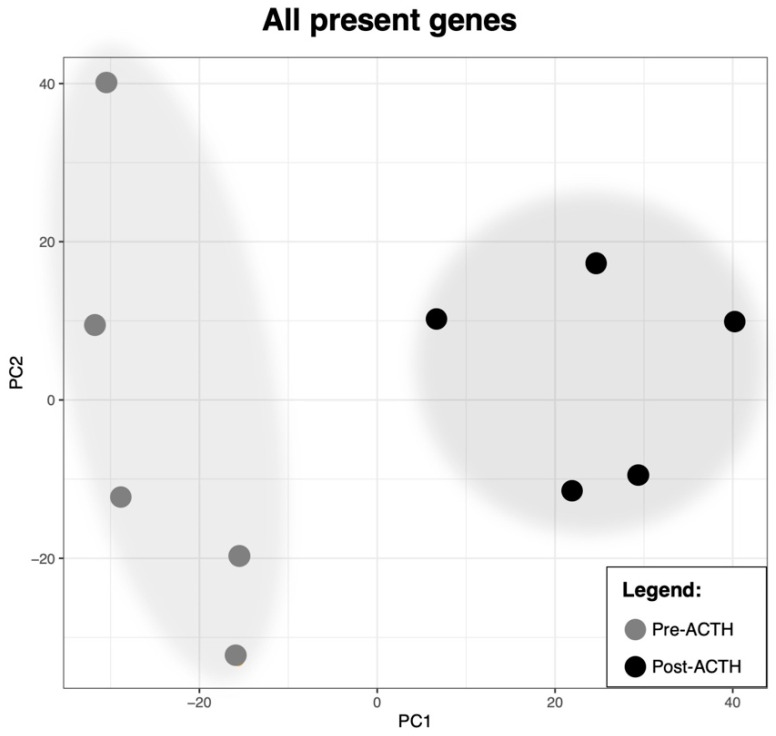
Principal component analysis (PCA) plot of all samples related to all detected transcribed genes. Sample distribution following the principal component 1 (PC1) appears to be prompted by the presence or absence of treatment.

**Figure 2:**
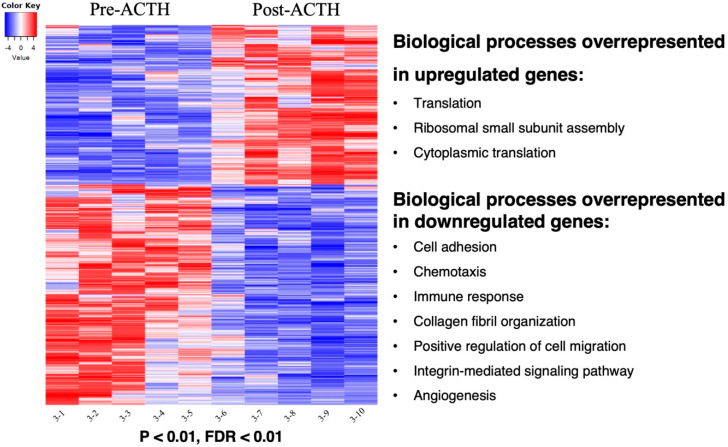
Heatmap of the 1190 differentially expressed genes (DEGs) in response to ACTH treatment and related functional terms analysis. Gradient of expression of each gene relative to its average expression is represented by colors red (high) to blue (low). 499 genes were upregulated in visceral adipose tissue (VAT) of animals after ACTH treatment whereas 691 genes were downregulated in samples before ACTH treatment (*p* < 0.01, FDR < 0.01). Main significant overrepresented gene ontologies (biological processes) identified with DAVID analysis in each group of genes are presented. The entire list of DEGs and details of functional terms can be found in Supplemental Files S1 and S2, respectively.

**Figure 3:**
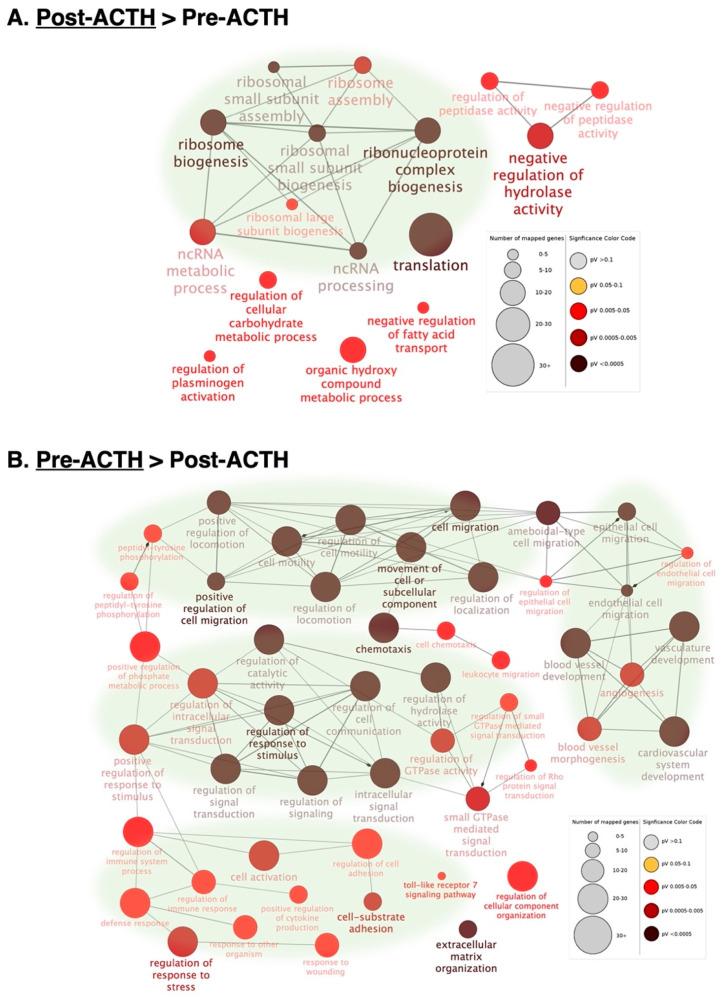
Functional networks as determined by ClueGO (Cytoscape) found in differentially expressed genes (DEGs) affected by ACTH treatment. Overrepresented functional terms are shown for genes upregulated (**A**) and downregulated (**B**) after ACTH treatment. Redundant and/or noninformative terms were removed and obtained networks were rearranged manually. Node size indicates number of mapped genes and level of enhancement is denoted by node color (represented in figure legend). Networks more highly represented after treatment were related to transcription whereas networks related to cell motility, vascularization, cell–cell communication and intracellular signaling, immune signaling and extracellular matrix were more highly represented in samples from the pre-treatment group. The list of representative genes included in different nodes and statistical details are listed in Supplemental File S2.

**Figure 4:**
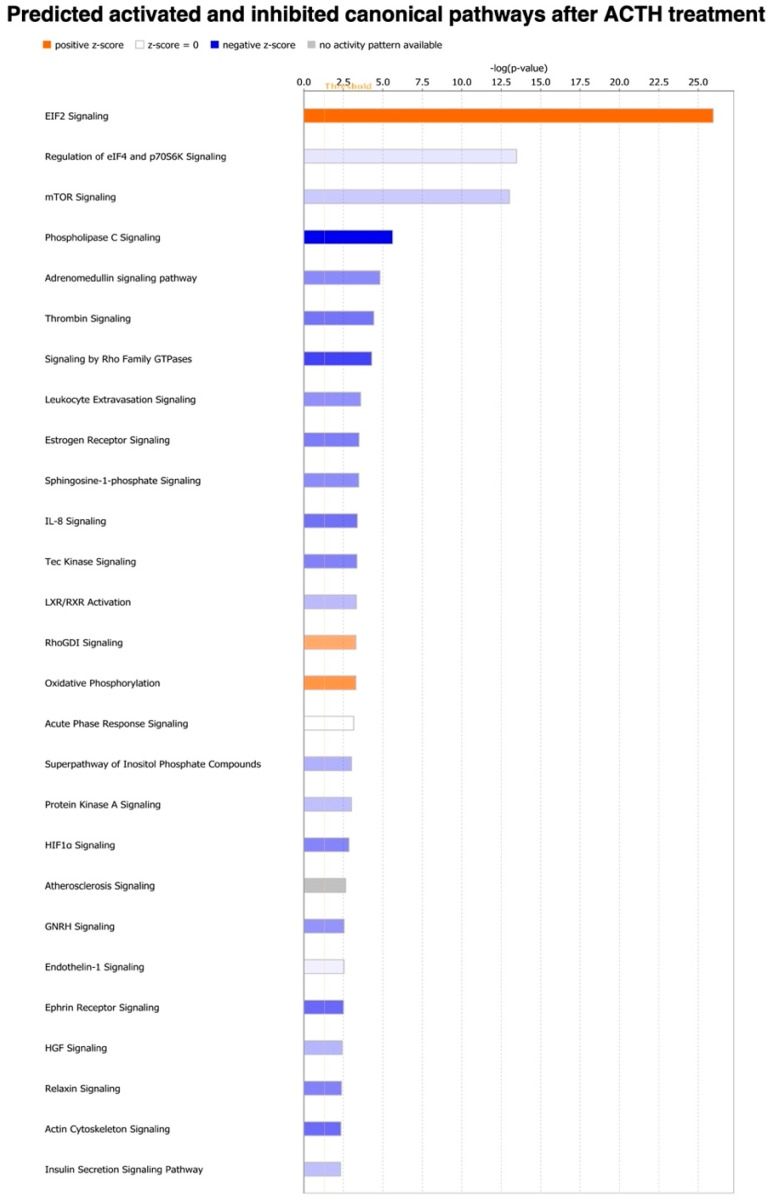
Top canonical pathways enriched in adipose tissue following treatment with ACTH. Pathways were ranked according to −log (*p* value). The predicted activity pattern of each given pathway after ACTH treatment is indicated by color (as defined in figure legend) and follows the calculated *Z*-score: positive *Z*-score indicates activation while negative *Z*-score relates to predicted deactivation of canonical pathway. Canonical pathways considered not related to the analyzed tissue or treatment were removed. All DEGs (*p* and FDR < 0.01) were used in the present analysis. List of selected canonical pathways, statistical details and representative genes included on each pathway are described in Supplemental File S2.

**Figure 5:**
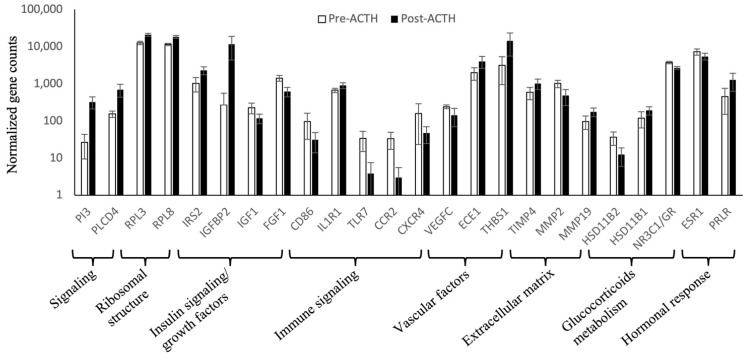
Graphical representation of normalized counts of selected genes. Factors involved in different biological mechanisms were selected and the data present mean ± SD of normalized counts of each gene in all samples from each group on a logarithmic scale. All factors were identified as being DEGs (*p* < 0.01, FDR < 0.01) by the DeSeq2 linear model.

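Of the 24 genes shown, 21 have an identifier in the paper's DEG list. All 21 changed in the direction drawn. In 18 of them all 5 dogs moved the same way, and in 12 the Pre-ACTH and Post-ACTH values did not overlap. Chance gives no overlap for 0.794% of genes, but these genes were chosen from calls on the same samples, so that share is no baseline for them. At FDR under 0.01 over all tested genes, 6 were called by edgeR's quasi-likelihood test with the dog as a block, 9 without the replicate block, 8 by limma-voom and all 21 by DESeq2 with the block. Adjusted over these 21 genes alone, 19 passed in the edgeR test, a count that rests on the same choice.

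**Figure D2:**
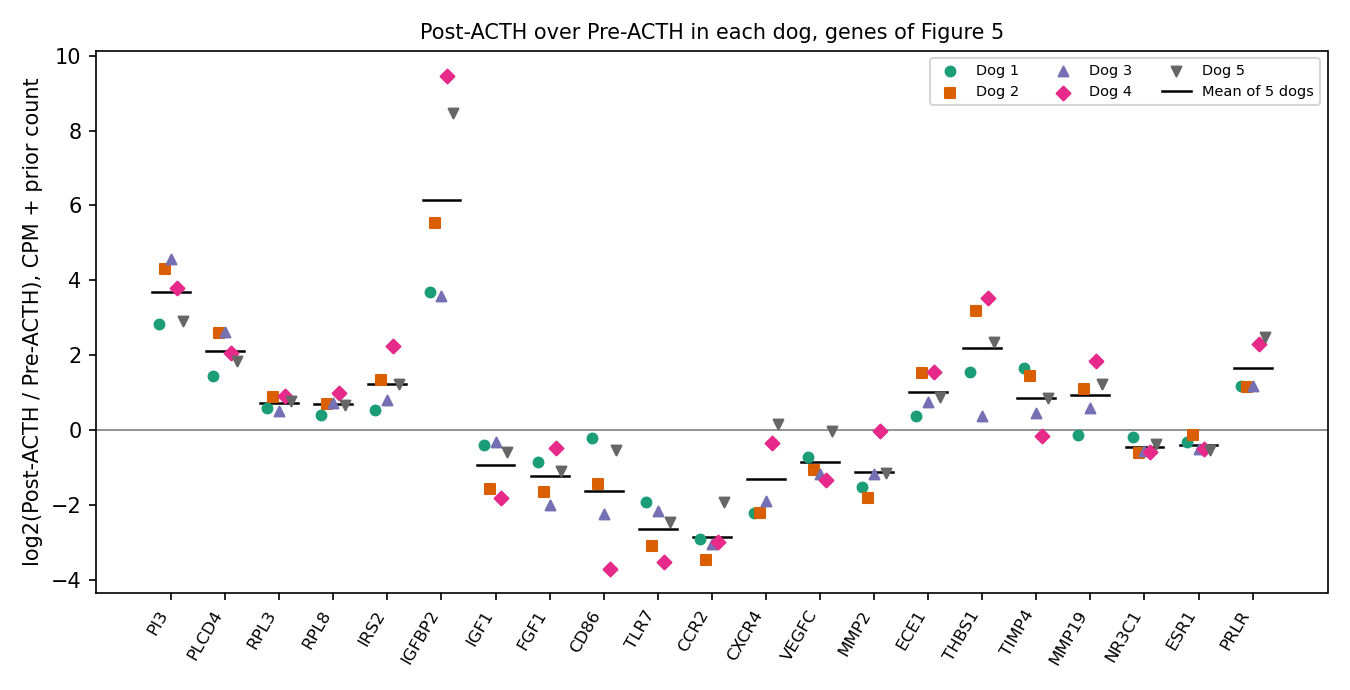
Log2 ratio of Post-ACTH over Pre-ACTH (y axis, CPM with a prior count of 2) in each of the 5 dogs for the 21 genes (x axis); each point is a dog and the bar is the mean of the 5 dogs. The ratios of IGFBP2 spread most, from 3.58 to 9.47, and 3 genes (CXCR4, TIMP4 and MMP19) have 1 dog on the other side of 0.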

**Figure 6:**
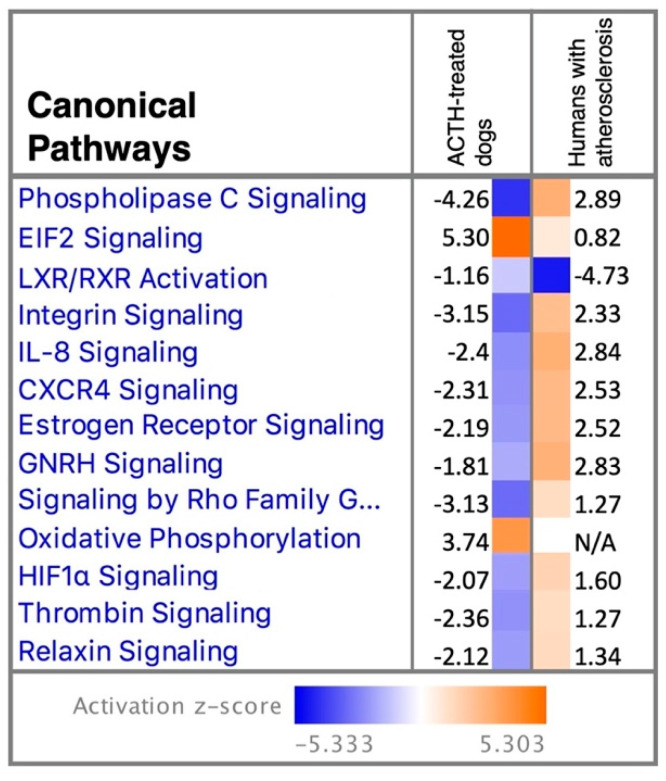
Main selected canonical pathways enriched in visceral adipose tissue (VAT) of ACTH-treated dogs detected in the present study and of humans presenting with atherosclerosis. The analysis match feature from the IPA software was used to compare enriched pathways in the transcriptome of VAT of dogs treated with ACTH (induced Cushing’s syndrome) with enriched pathways in the microarray of VAT of humans presenting with atherosclerosis [30]. Presented pathways were ranked according to *Z*-score. The predicted activity pattern of each given pathway is indicated by color (as defined in figure legend) and follows the calculated *Z*-score (positive *Z*-score indicates activation while negative *Z*-score relates to predicted deactivation of canonical pathway). Generally, an inverse predicted behavior of presented pathways was observed between the compared analyses.

## Data Availability

Raw data files (.fastq files) are publicly available in NCBI’s Gene Expression Omnibus with the GEO Series accession number GSE178108.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/vetsci9060250/s1, Figure S1: (A) Samples clustering and (B) Volcano plot of identified DEGs (FDR < 0.01); Supplemental File S1: List of differentially expressed genes (DEGs) found in the contrast “Post-ACTH over Pre-ACTH”; Supplemental File S2: List of representative genes (up to 20) and statistical details of selected gene ontology terms, functional networks, canonical pathways and top upstream regulator.

How the deposited data were processed for this re-analysis (not part of the article)

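RNA-seq was analysed for VAT of 5 Beagle dogs sampled before (Pre-ACTH) and after 25 weeks of tetracosactide treatment (Post-ACTH). Samples were mapped to condition, dog and sex from the sample labels, which were compared with the paper's Figure 2. The pairing comes from the animal IDs in the labels, which the paper's methods also use as a pairing factor.

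The authors trimmed the reads, aligned them with STAR to CanFam3.1, counted them per Ensembl gene with featureCounts and deposited the raw counts, 1 table per sample, without normalization. The versions, the annotation release, the strand setting and the handling of reads that map to several genes are not given in the paper's text. The paper describes a normalization to transcript length before DESeq2's size factors, a step that was not repeated here. Totals ranged from 8728330 to 14867529 counted reads per library, so genes with an average of a few reads have imprecise fold changes.

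From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM factors, glmQLFit and glmQLFTest with default settings), with the dog as a block, over 13577 genes with at least 10 reads in at least 1 sample. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of FDR under 0.01. The SE of a log2 fold change was derived from the fold change and the F statistic. Normalized counts are counts divided by the TMM-scaled library size and multiplied by the mean library size. Ratios of single dogs, principal components and correlations used log2 CPM with a prior count of 2. The exact permutation tests of library totals and principal components assign samples to groups without regard to the dog, and those of the principal components were repeated with swaps within dogs, a test added after seeing the data. Python 3 and matplotlib drew the plots.

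The test was tried on simulated counts with the means, library sizes and dispersion of these data. With 200 changed genes in each of 5 simulated sets of 13406 genes (median), edgeR's quasi-likelihood test recovered 56.3% of them and 1.05% of its calls were false. With DESeq2 these values were 86.5% and 15.4%. The 200 genes were drawn from well-expressed genes and given changes larger than those of the listed translation genes. With 3000 changed genes drawn from all genes, chosen after the results were seen, edgeR recovered 27.3% with 0.632% of its calls false. DESeq2 recovered 39.6% there, with 3.93% of its calls false. Recovery and false calls therefore depend on the simulated changes.

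Alternatives were DESeq2 1.42.0 and limma-voom (limma 3.58.1), fits without the dog as a block, RLE, total-count and upper-quartile scaling, TMM without ribosomal proteins and collagens, other filters on low counts, a robust dispersion prior, other thresholds and fits that leave out each dog. The closing section gives their effect. All were fixed before the data were examined, except the edgeR likelihood ratio test, a DESeq2 fit with a stricter filter, thinned libraries, the 10 most abundant genes left out, medians of named families and a wider gene set for the response of single dogs, which were chosen after seeing the data.

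Gene symbols were taken from Supplemental File S1, which names 1079 of 1190 genes. Genes outside it are given by identifier. The genes named in the text are those the paper names, and among DEGs with a symbol and the same direction in all dogs the 5 with the largest log2 fold change and the 5 with the lowest p in each direction. Of gene families only counts, ranges, medians and the member with the lowest p are given. CKM, the 1 gene called without dog 2, and 8 genes given by identifier in the closing section were singled out after their values were seen.

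Tests of gene families and cell-type marker lists over all genes and corrections for transcript length and GC content had been planned. They were left out because the names cover fewer than 80% of the tested genes and no annotation of this genome build was used. Enrichment tests, IPA predictions and the comparison with human datasets were not repeated. IL1R1, HSD11B1 and HSD11B2 were not analysed.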

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

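The tests of explanations in this part were chosen after the results were seen.

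In 88 groups of 5 samples (38 genes and 6 library measures, each in Pre-ACTH and Post-ACTH), 7 had a sample far from the other 4. Far meant a gap to the nearest sample above 0.71 of the group's range, Dixon's critical value for normally distributed values. For such values chance gives 4.4 groups. Genes were compared as normalized counts without logs, where a high sample stands out more easily, and all 7 samples lay above the others. The 4.4 is therefore no firm baseline. All 7 were counts of single genes, and with so small an excess chance cannot be excluded. The gap to the nearest sample as a share of the group's range was 0.75 for IGF1 in Pre-ACTH (360.4 normalized counts in dog 2, 185.7 to 229.5 in the others), 0.729 for CD86 in Pre-ACTH (208.4 in dog 3, 56.1 to 97.3 in the others), 0.799 for TLR7 in Post-ACTH (10.6 in dog 3, at most 2.90 in the others), 0.76 for MMP2 in Post-ACTH (873 in dog 4, 333 to 462 in the others), 0.748 for THBS1 in Pre-ACTH (7072 in dog 3, 1705 to 3060 in the others), 0.713 for LSAMP in Pre-ACTH (110.4 in dog 2, at most 36.6 in the others) and 1 for LSAMP in Post-ACTH (0.957 in dog 2 and 0 in the others). The last rests on single reads. The Pre-ACTH library of dog 3 is the smallest, so low depth was weighed as the source of its high CD86 and THBS1 counts. With every library thinned to that depth, both genes (2 of 2) still stood apart, with gaps of 0.721 and 0.745. Thinning leaves the sample of dog 3 itself unchanged, so this cannot exclude its depth as the source. A difference between the dogs was not tested, because each dog was sampled once per condition.

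Female and male dogs were compared by a sex-by-treatment term. edgeR's quasi-likelihood test called 0 genes at FDR under 0.01, with 435 genes at an unadjusted p under 0.05 where chance gives 678.8, while DESeq2 called 5. These 5 have no symbol. Their DESeq2 interaction estimates on the log2 scale were 3.035 for ENSCAFG00000010991, 5.585 for ENSCAFG00000003684, 1.945 for ENSCAFG00000015590, -1.713 for ENSCAFG00000018303 and -1.952 for ENSCAFG00000002753, and edgeR's adjusted p for them lay between 0.717 and 1. ENSCAFG00000010991 had 3593 and 4202 normalized counts in the Pre-ACTH samples of the 2 females and 62130 and 37690 in their Post-ACTH samples, against 36960 to 48730 and 47230 to 79490 in the 3 males. The females therefore differed from the males mainly before treatment. An exchange of sex labels was tested with genes that have no read in a pair of dogs and at least 10 reads in every sample of the other 3. The 2 dogs labelled female had 2 such genes and 0 of the 9 other pairs had any. A difference in library size was too small, since the totals of a female dog differed by at most a factor of 1.67. Reads shared between related genes were not tested, and with 2 females against 3 males sex cannot be told apart from differences between single dogs.

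Both genes called by edgeR's quasi-likelihood test that are absent from the paper's list fell. ENSCAFG00000018700 changed by -4.754 on the log2 scale (adjusted p = 0.00736), from 6 to 29 reads in Pre-ACTH to 0 or 1 in Post-ACTH. No Post-ACTH library is above the floor of 3 counts, so the size of this fitted change is uncertain. Against that floor only a lower bound can be given, a fall of at least 4.4-fold. ENSCAFG00000025201 changed by -4.429 (adjusted p = 0.00269), from 2 to 212 reads to between 0 and 12. Both fell in all 5 dogs and neither has a symbol. The fall of ENSCAFG00000018700 rests on few reads. ENSCAFG00000025201 had 82 reads in dog 1 and 212 in dog 2 in Pre-ACTH, against 3 and 12 in Post-ACTH. In dogs 3 to 5 its fall rests on few reads, 2 to 6 in Pre-ACTH against 0 in Post-ACTH. DESeq2 with the dog as a block called both. Neither has more than 10 reads in 3 of 5 samples of a group, a filter chosen after seeing the data that leaves 12576 genes, where the FDR values of the paper's list imply 12573 tests. No explanation of the fall itself was tested.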

How the results depend on the processing

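No named gene and no median of a named family changed sign under the settings that were run. More DEGs were lower than higher in every fit except the one without dog 2, which called 1 higher and 0 lower gene. The number of DEGs changed most. The count was 268 (102 higher and 166 lower), of which 266 are in the paper's list. It stayed within 1.5 times that value, from 229 to 345 genes, without the replicate block, with limma-voom, RLE, total-count or upper-quartile scaling, TMM without ribosomal proteins and collagens, filterByExpr or 10 reads in 5 samples as the filter, and a robust dispersion prior. It was 262 with no replicate block, of which 162 were shared with the paired comparison. Thinned libraries and leaving out the 10 most abundant genes, chosen after seeing the data, gave 251 and 266.

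Larger counts came from DESeq2, from looser thresholds and from no filter. DESeq2 with the dog as a block called 1180 genes (499 higher, 681 lower, 1168 shared with the paper), and without the block 1122 (475 higher, 647 lower, 872 shared). With no filter on low counts edgeR called 438 (172 higher, 266 lower, 435 shared), and at FDR under 0.05 it called 1509 (657 higher, 852 lower, 1086 shared). At FDR under 0.01 with a log2 fold change of at least 1 it called 174, of which 58 were higher and 172 shared. Of the settings chosen after seeing the data, the edgeR likelihood ratio test called 1414 (556 higher, 858 lower, 1124 shared) and DESeq2 on genes with more than 10 reads in 3 of 5 samples of a group called 1194 (500 higher, 694 lower, 1187 shared).

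The fits that each left out one dog called from 1 to 318 genes, from 1 to 116 higher, from 0 to 202 lower and from 1 to 306 shared with the paper's list. The lowest counts came from leaving out dog 2, where 2951 genes had an unadjusted p under 0.05, and the highest from leaving out dog 1. Of the 23 named genes called with 5 dogs, 22 were no longer called without dog 2 and 20 without dog 3.

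Of the 38 named genes, none changed sign. DESeq2 with the block called all 15 that edgeR had not called and lost none, while the fit with no replicate block lost 4 and gained 4. Over all settings, 81 results for named genes were weaker, 64 stronger and 647 the same. The median change of the named families stayed within the spread between dogs in all 189 comparisons, but the members were chosen from genes that had changed in these samples and the scalings moved the median of all genes by at most -0.026, so this shows no stability.

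The groups did not overlap on PC1 under any alternative transformation, gene set or dog left out, but the gap between them, 0.302 of the range of scores, ranged from 0.141 without dog 4 to 0.479 without dog 1 and was 0.142 with scaled values. The p of its exact permutation test is at its smallest possible value in each case and cannot show a weakening. The ratio of the SDs on PC2 ranged from 1.28 to 2.42 and did not pass the threshold of its exact permutation test in any case. The number of expressed genes was 12506 with 10 reads in at least 5 samples. The sex-by-treatment count was 5 with DESeq2 and 0 otherwise (435 genes at an unadjusted p under 0.05, and 400 with 10 reads in 5 samples as the filter). The slope of dog 3 on the other dogs was 0.786 over all tested genes and 0.875 over genes at FDR under 0.05 in the other 4 dogs (chosen after seeing the data), against 1.13 over 12 genes. For dog 2 the planned slope could not be computed, because only 1 gene was called from the other 4 dogs. Low depth limits the fold changes of genes with few reads in Post-ACTH, such as LSAMP, CPXM1, CPA3, CCR2 and TLR7. The cause of these changes was not tested, apart from the tests on simulated counts under the other observations.

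Not run: corrections for transcript length and GC content, and the set tests of families and marker lists with their alternatives.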

Differences from the paper's values

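The count of DEGs was 268 against the paper's 1190, with 102 against the paper's 499 upregulated and 166 against the paper's 691 downregulated genes. Of the alternatives set before the data were examined, DESeq2 with the dog as a block (1180, 499 and 681 genes), DESeq2 without the block (1122, 475 and 647) and edgeR's quasi-likelihood test at FDR under 0.05 (1509, 657 and 852) gave counts within 1.5 times the paper's. The paper's methods name DESeq2 with the animal ID as a pairing factor. The fit with no replicate block, limma-voom, the other scalings and filters, the robust prior, the fold change threshold and the fits without a dog did not close the gap. Of the alternatives chosen after seeing the values, the edgeR likelihood ratio test gave 1414 genes (556 and 858), and DESeq2 on genes with more than 10 reads in 3 of 5 samples of a group gave 1194 (500 and 694).

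Of the genes in the paper's list, 924 were not called here. Of the genes in the paper's Figure 5, 15 are DEGs in the paper and did not pass FDR under 0.01 in edgeR's quasi-likelihood test, namely RPL8, IRS2, IGFBP2, IGF1, FGF1, CD86, CXCR4, VEGFC, MMP2, ECE1, THBS1, TIMP4, MMP19, NR3C1 and ESR1. DESeq2 with the block called all 15, as did DESeq2 with the stricter filter, chosen after seeing the values. DESeq2 without the block called 9 (all but CD86, CXCR4, VEGFC, TIMP4, MMP19 and ESR1). The edgeR test at FDR under 0.05 called 10 (all but IGF1, CD86, CXCR4, TIMP4 and MMP19). It called RPL8, IGFBP2, FGF1 and NR3C1 with no replicate block, RPL8, IGFBP2, FGF1 and ECE1 with no filter, ECE1 without dog 1 and MMP2 without dog 4, and limma-voom called RPL8 and IGFBP2. The likelihood ratio test, chosen after seeing the values, called 13 (all but CD86 and TIMP4).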

Other observations

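The tests on simulated counts of DESeq2's and edgeR's calls were chosen after the results were seen. The tests of other groupings, of depth, of scaling and of simulated dogs left out were chosen before their results were seen.

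Post-ACTH and Pre-ACTH labels were swapped within dogs in all 16 ways that keep the pairs. Only the real grouping, 1 of 16, gave as many DEGs with edgeR (268), as many in one direction as the 102 higher genes (1 of 16) or the 166 lower genes (1 of 16), and as many with DESeq2 (1 of 16). With 16 groupings the share cannot go below 0.05, so chance cannot be excluded by this count alone. edgeR called 0 genes in each of the 15 other groupings, with 81 to 1732 genes at an unadjusted p under 0.05, while DESeq2 called up to 117, with a median of 2. The grouping with 117 is the one in which dog 1 alone is exchanged against the others. A real treatment effect would remain in each of these 15 groupings, as signal or as added spread between dogs. Their calls therefore do not count the false calls of either test. The total reads of the groups gave no sign that depth separates them (exact permutation test, p = 0.278).

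DESeq2 called 1180 genes where edgeR's quasi-likelihood test called 268. On counts simulated with the spread of these data and 3000 changed genes, 3.93% of DESeq2's calls were false, above its threshold, and edgeR recovered 27.3% of the changed genes against 39.6% for DESeq2. Both explanations, extra false calls of DESeq2 and missed genes of edgeR, may therefore contribute, but they left most of the gap open in the same simulation, where DESeq2 made a median of 1238 calls per set and edgeR 817. The simulated effects are not those of the real genes. On the real counts, with the same filter and TMM factors, edgeR's likelihood ratio test called 1414 genes, 1124 of them in the paper's list. This setting was chosen after seeing the data. Over that list the log2 fold changes had a median absolute difference from the paper's of 0.0063 with edgeR and 0.0034 with DESeq2. The sizes of change were thus nearly the same, and the count depended on the test. With no changed genes, DESeq2 called 10 to 19 genes per simulated set and edgeR 0, and of the 924 genes of the paper's list that edgeR did not call, 845 changed in the same direction in all 5 dogs, although the list was chosen from calls on the same samples.

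Over the 5 fits that left out one dog, the median number of DEGs was 8.58% of the count with 5 dogs, although the fit without dog 1 gave more, 318. In simulated counts with a dog left out, at least 64.9% of the calls were left, so the loss of degrees of freedom alone did not give so large a drop there. The simulated sets had more calls to begin with. The drop also depends on the threshold, since at FDR under 0.05, a setting chosen after seeing the data, the fits without a dog called 381 to 1566 genes against 1509 with 5 dogs. Whether the real dogs differ in how they respond was not tested. The slope of a dog's log2 ratios on the mean of the other 4 was 0.538 in dog 1, 1.13 in dog 3 (over 12 genes), 0.889 in dog 4 and 0.804 in dog 5, and over all tested genes it ranged from 0.436 in dog 1 to 0.935 in dog 2. Dog 1 also had the Post-ACTH sample nearest to the Pre-ACTH group on PC1.

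The 41 cytosolic ribosomal protein genes of the paper's list rose together, by a median of 0.50. Under the scaling that lowered this most, total counts, the median was still 0.473, but the members were chosen from genes that had changed, so this shows little about library composition, and transcript length could not be tested.

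The paper's list names 11 of 16 genes of a list of fibroblast and progenitor markers, and all 11 fell (PDGFRB, PI16, COL14A1, DCN, LUM, CD34, FN1, THY1, SPARC, FAP and PCOLCE). Of 22 adipocyte markers it names 1, LIPE, which rose, and of 22 glucocorticoid response genes 10, of which 9 rose and 1 fell. Of 16 macrophage and myeloid markers it names 5, of which 4 fell and 1 rose, of 10 mast cell markers 3, of which 2 fell and 1 rose, of 14 B and plasma cell markers 1, which fell, of 15 mesothelial markers 1, which rose, and of 12 vascular smooth muscle and pericyte markers 3, of which 2 rose and 1 fell. Of the T and NK cell and the endothelial lists it names 0. The other markers could not be followed, so whether the cell composition of the biopsies changed was not tested. The same holds for muscle tissue as a source of CKM, with 2 of 16 muscle markers named, 1 higher and 1 lower.

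The third most abundant gene over all libraries, ENSCAFG00000009663, has no symbol and is not in the paper's list. It was singled out after its values were seen. It took 1.28% to 5.96% of the reads in Pre-ACTH and 0.14% to 1.50% in Post-ACTH. It fell in all 5 dogs, by 0.238 to 4.07 on the log2 scale (log2 fold change -2.63, SE 0.57, adjusted p = 0.0278 in edgeR's quasi-likelihood test), and no explanation was tested for it.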
